A study of Mus musculus with 53 samples.

How the data were processed

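The series holds 53 mouse hippocampus libraries: 37 of bulk RNA, 12 of accessible chromatin (ATAC-seq) and 4 of single nuclei. Silc1 is a long non-coding RNA gene near the transcription factor gene Sox11. In the deposited tables Silc1 was read from the gene Gm9866 (Entrez identifier 636791, chromosome 12, 27140796 to 27160516 on mm10), an identity taken from general knowledge and not stated in the files. Sox11 (Entrez identifier 20666) lies on the same chromosome from 27334268 to 27342718, 173.8 kb away. Per the labels, bulk RNA was extracted from hippocampus with TRI reagent and made into strand-specific libraries with a Lexogen SENSE mRNA kit. ATAC-seq used NeuN-positive sorted nuclei, and single-nucleus libraries were made with the 10x platform from the hippocampus of each mouse.

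The groups follow the sample labels. They are WT in the home cage (n = 3), WT exposed to an unfamiliar environment (novelty, n = 3), Silc1-/- in the home cage (n = 3), Silc1-/- exposed to novelty (n = 2), libraries labelled Silc1 polyA/polyA (n = 2) with their own WT libraries (n = 2), AAV-Cre libraries of the Sox11 loxP/loxP experiment (n = 3), AAV-GFP libraries (n = 3), and nuclei of WT (n = 2) and Silc1-/- mice (n = 2). The polyA and AAV libraries are all from the home cage. The bulk labels do not state whether the libraries of a group come from separate animals. The genetic background is labelled WT for both the AAV-GFP and the AAV-Cre libraries, and the loxP genotype is named in the titles of the Cre libraries alone. A further 16 bulk libraries of overexpression and culture experiments were put in no group, because for 14 of them the title and the attached file name different experiments.

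The authors aligned bulk reads with STAR and quantified genes with RSEM on mm10, per the submitters' processing notes, which give no versions. The deposited bulk tables give RSEM expected counts, which are unnormalised and partly fractional, and TPM (abundance corrected for gene length and library size), per the file headers. They hold 24989 gene rows, or 24912 in the polyA experiment. Of these, 346 and 163 rows merge several genes. Rows without a symbol took 0.63% to 7.21% of the counts, and 5.01% to 7.87% in the polyA experiment. Total expected counts per library were 6408443 to 8003739 in WT home cage, 10280968 to 16342339 in WT after novelty, 9733722 to 13351935 in Silc1-/- home cage, 11214650 to 11842280 in Silc1-/- after novelty, 5597687 to 6994035 in polyA/polyA, 4485780 to 6189578 in its WT, 5595402 to 10980859 in GFP, 4682335 to 15335512 in Cre and 3762741 to 30747297 in the ungrouped libraries. The biological coefficient of variation, as the root of the mean tagwise dispersion, was 0.265 in the Silc1-/- fit, 0.278 in the polyA fit and 0.449 in the Cre fit. Intervals and floors given for low counts cover counting error only.

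Expected counts were rounded to whole numbers, filtered with filterByExpr, normalised with TMM and tested with the edgeR quasi-likelihood test (robust; edgeR 4.0.16, R 4.3.3). Genes with a Benjamini-Hochberg adjusted p at or under 0.05 were called. The 11 libraries of the Silc1-/- experiment shared 1 fit with 5 contrasts, and the polyA and Cre experiments were fitted alone. Adjusted p-values for single genes are from edgeR unless another tool is named. Levels are TMM-normalised counts scaled to library size (CPM), as mean ± SD, except nuclei levels stated to be without TMM; log2 fold changes come with a standard error (SE), taken as the fold change over the root of the F statistic.

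The tests, the named-gene rule and 26 gene lists were written before the data were examined. The lists were neuronal immediate early, late activity-response, immature neuron and neurogenesis, regeneration-associated, glutamate receptor, GABA receptor, voltage-gated channel, circadian clock, glucocorticoid-response, heat shock, interferon-response, reactive gliosis, dentate granule, CA1, CA3 and CA2, inhibitory neuron, astrocyte, myelin and oligodendrocyte, oligodendrocyte precursor, microglia, endothelial and mural, fibroblast and meningeal, choroid plexus and ependymal, neighbouring brain region, blood and erythrocyte, and Silc1-Sox11 neighbourhood genes. Each list was tested against the other genes with limma camera (limma 3.58.1; log2 CPM with a prior count of 2, preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the lists. List p-values are camera's unless stated otherwise, and a repeat estimated the correlation. Named in every comparison were Silc1 and Sox11. Also named were up to 10 rises and 10 falls with adjusted p at or under 0.05, a mean of at least 1 log2 CPM and groups that do not overlap. Of each list, up to 4 called members with the smallest p were named. Genes with symbols that start with Gm or LOC or hold Rik, mitochondrial and histone genes were counted and not named. Rows without a symbol and, in nuclei, clone names starting with AC, AL, CT or BC were left out as well, while AY036118, also an accession, was named by the rule. Where fewer than 3 genes passed, the 5 with the smallest p were named. For nuclei the rule took 3 rises and 3 falls per class. Named outside the rule, after their values were seen, were Ttr, Xist with the Y-linked genes, Fos, Arc, endoplasmic reticulum (ER) chaperone genes, additional called list members and the genes called in the blocked Cre fit. A set of 18 further sensory ganglion markers was chosen after falls of sensory ganglion genes were seen and before the values of these markers were looked at. Genes whose fit rests on 0 counts in 1 group are given as levels or bounds, with a floor of 3 counts over the group.

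The alternatives were DESeq2 size factors within edgeR, no filter beyond 1 count, a DESeq2 Wald test (DESeq2 1.42.0), limma on log2(TPM + 1), the replicate number as a block, a fit of the 2 groups alone and leaving out each library. Added after the data were seen were the choroid plexus or the sensory ganglion marker level as a covariate, a crossed block and, for Cre, leaving out both libraries numbered 3. Replicate numbers were checked by correlating what libraries of the same number share. They paired in the Cre experiment (correlations 0.53, 0.62 and 0.74), although Cre 1 correlated with GFP 2 at 0.50, near the value for its own number, and the blocked values stand beside the Cre results. The edgeR test was tried on simulated counts with 200 changed genes. It recovered 47% of 2-fold and 80% of 4-fold changes in the Silc1-/- home cage design, with 3 false among 130 calls. The polyA design recovered 9% and 65% (12 false of 86 calls). The Cre design recovered 0% of both without the block (1 call, false), and 37% and 95% with it (9 false of 141 calls). Genes past an unadjusted p of 0.01 in pairs of experiments were compared with 1-sided Fisher exact tests.

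Nuclei count tables are the authors' Cell Ranger 7.1.0 output, with deposited UMI counts per barcode, 45424 and 52031 barcodes in WT and 71429 and 75663 in Silc1-/-. Nuclei were kept with at least 500 UMIs, at least 300 genes and under 5% mitochondrial UMIs. The mitochondrial limit removed most barcodes (42191, 49521, 67144 and 73087). The median mitochondrial share of all barcodes was 22.7%, 21.7%, 17.5% and 20.8%. The 12603 kept nuclei (3233, 2510, 4284 and 2576 per library) were clustered with Scanpy 1.11.5 (counts scaled to 10000, 1999 variable genes, 30 components, 15 neighbours, Leiden resolution 1). Scrublet marked 15 nuclei (0.12%) as doublets, which the clusters include and the shares and UMI sums leave out. This is far under usual doublet rates, so other doublets were in effect not removed. Cluster names were rebuilt from fixed markers, since the files give none. A name needed at least 3 markers of a class, each at least 2-fold over other nuclei and in at least 10% of the cluster, limits set after the clusters were seen. Markers among the 10 leading genes of a cluster were counted as well. Clusters with 7 and 6 astrocyte markers had 0 there and stayed unnamed, so the limit of 3 markers alone did not decide the names. A cluster of 484 nuclei had 4 other excitatory markers, 1 of them there, and 3 CA1 markers, and stayed unnamed as well. A cluster of 82 nuclei with 4 other excitatory markers, 1 of them there, was named. These counts of markers thus do not account for every name. Of 29 clusters 16 stayed unnamed. UMIs were summed per library and class and tested with edgeR where each library had at least 50 nuclei of the class. Shares of nuclei were compared with a 2-sided exact permutation test, for which 2 against 2 libraries cannot go below 0.333. Further alternatives for nuclei were at least 1000 UMIs, doublets kept, and the highest 5% of doublet scores removed. Added after the results were seen were shares and gene tests with unnamed clusters counted under the class they resemble most, and overlaps with the blocked Cre fit.

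For ATAC-seq the authors used Bowtie2 and MACS2, per the submitters' processing notes. The deposited file is 1 peak list for the series with a peak score, a fold enrichment and a -log10 q per peak, without values per library, so genotypes were not compared. Peaks were counted within 1000 kb of Sox11, with 500 kb and the higher-scoring part of the list as alternatives. Python 3.11.15, pandas 2.3.3 and SciPy 1.17.1 were used.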

Results

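Silc1, a long non-coding RNA encoded near Sox11, was close to absent from the bulk hippocampus of Silc1-/- mice. In the home cage its level was 11.3 ± 3.48 CPM in WT (n = 3) and 0.344 ± 0.241 CPM in Silc1-/- (n = 3). The home cage WT libraries had 13.3, 13.4 and 7.33 CPM, and the Silc1-/- libraries 0.406, 0.547 and 0.0776 CPM. After exposure to an unfamiliar environment (novelty) the WT libraries had 10.6, 16 and 9.54 CPM (12.04 ± 3.47), and both Silc1-/- libraries had 0 counts, against 471 counts over the WT group. With a floor of 3 counts over the group, Silc1 was at least 92-fold lower there. The libraries labelled polyA/polyA, an allele meant to end Silc1 transcription early, had 12.2 and 12.3 CPM of Silc1, more than their own WT libraries at 6.33 and 5.49 CPM. With AAV-Cre in the Sox11 loxP/loxP experiment, Silc1 was at 7.21 ± 0.563 CPM, against 10.3 ± 3.13 CPM with AAV-GFP (n = 3 each).

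Sox11, a transcription factor gene of immature neurons and of axon regeneration, is the neighbour of Silc1 and the target of the Cre experiment. It was at 19.1 ± 3.17 CPM in WT home cage, 23.5 ± 2.3 CPM in WT after novelty, 16.5 ± 0.947 CPM in Silc1-/- home cage and 31.1 ± 9.44 CPM in Silc1-/- after novelty (37.8 and 24.4 CPM). With AAV-Cre it was at 14.9 ± 5.46 CPM, against 55.3 ± 15.9 CPM with AAV-GFP. Sox11 did not pass the test between genotypes in the home cage (log2 fold change -0.22, SE 0.19, adjusted p 0.71) or after novelty (0.40, SE 0.21, adjusted p 0.257).

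**Figure D1:**
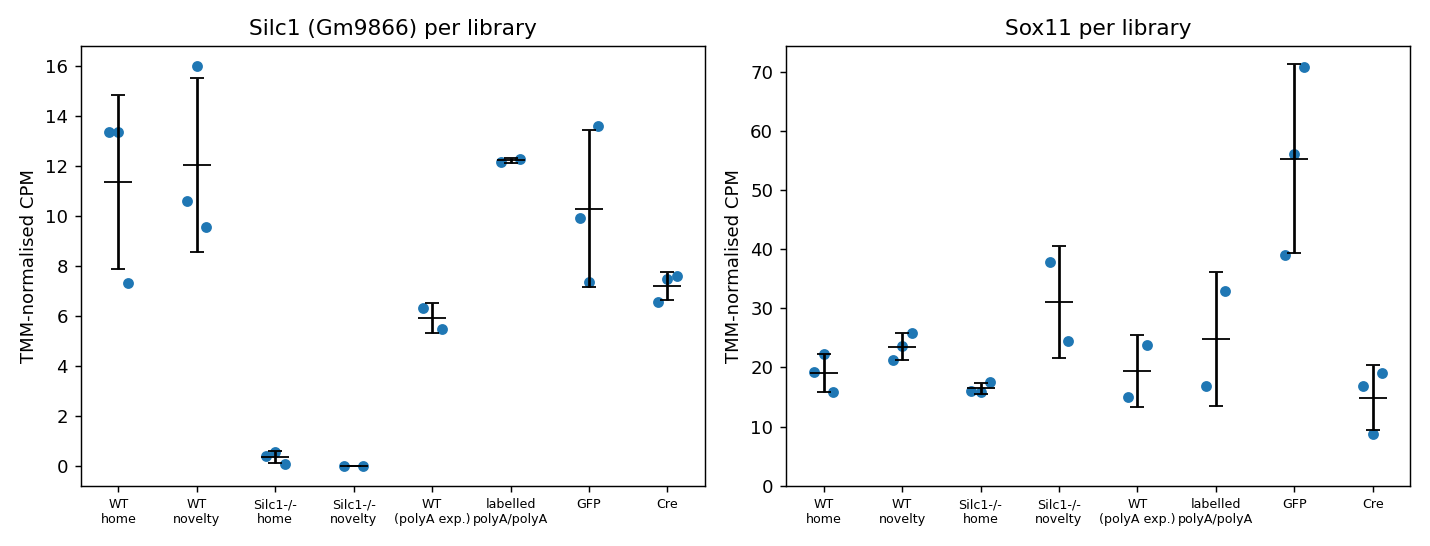
TMM-normalised CPM (y axes) of Silc1 (left) and Sox11 (right) in each bulk library (points) of the groups on the x axes; horizontal bars are means and error bars 1 SD. Silc1 was at or under 0.547 CPM in all 5 Silc1-/- libraries and higher in the libraries labelled polyA/polyA (12.2 ± 0.0872 CPM) than in their WT (5.91 ± 0.595 CPM), and Sox11 was lower with Cre (14.9 CPM) than with GFP (55.3 CPM).

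In the home cage, the comparison of Silc1-/- with WT asks what loss of the RNA changes at baseline. Silc1 itself fell (log2 fold change -5.03, SE 0.46, adjusted p 0.000556), and 8 of the 18 genes that rose, among them Slc2a12, Abca4 and Ifi27, were at least 4-fold higher in the choroid plexus-like nuclei of the single-nucleus libraries than in other nuclei. Sostdc1, a secreted antagonist of BMP and Wnt signals, was at 48.1 ± 9.57 CPM in Silc1-/- and 6.06 ± 1.55 CPM in WT (n = 3 each). Slc2a12, a glucose transporter gene, was at 28.3 ± 10.4 against 4.41 ± 0.783 CPM, and Abca4, a lipid transporter gene, at 31.3 ± 5.74 against 5.08 ± 1.87 CPM. Krt18, an epithelial keratin gene, was at 11.8 ± 3.91 against 1.91 ± 0.61 CPM. Their log2 fold changes were 2.99 for Sostdc1 (SE 0.47, adjusted p 0.0467), 2.68 for Slc2a12 (SE 0.35, adjusted p 0.0139), 2.63 for Abca4 (SE 0.40, adjusted p 0.0314) and 2.61 for Krt18 (SE 0.46, adjusted p 0.0467). Frem1 (2.47), Prcd (2.12), Cgnl1 (2.05), Crhr2 (1.94), Pcolce2 (1.86) and Mdfic (1.74) also rose, with adjusted p from 0.0139 to 0.0481. The interferon-inducible gene Ifi27 rose (1.28, SE 0.19, adjusted p 0.0211) and the collagen gene Col1a1 fell (-1.57, SE 0.24, adjusted p 0.0231). Of 14724 genes tested, 18 rose and 2 fell, and 1727 had an unadjusted p under 0.05. DESeq2 called 106 higher and 68 lower, limma on TPM 117 and 6, and a fit of these 2 groups alone 64 and 18. Silc1 was called with any 1 library left out (-5.45 to -4.57), whereas the total was 1 without Silc1-/- 2 or WT 1, 2 without Silc1-/- 3 or WT 2, 5 without WT 3 and 29 without Silc1-/- 1.

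Choroid plexus and ependymal genes were higher as a list (median log2 fold change 2.52, 14 of 14 positive; adjusted p 5.87e-10, estimated-correlation adjusted p 0.302). None of its members passed over all genes, and 10 rose when adjusted over the list alone. The mean log2 CPM of this list was 5.43, 5.73 and 6.15 in Silc1-/- and 3.33, 3.33 and 4.08 in WT. The choroid plexus transcript Ttr was at 6161, 9572 and 14410 CPM in Silc1-/-, and at 464.3, 661.2 and 1220.0 CPM in WT. Lower lists were microglia (median -0.37, 0 of 13 positive, 1 lower adjusted over the list alone, adjusted p 2.73e-05), regeneration-associated (-0.32, 0.00131), immature neuron (-0.36, 0.00147), blood (-0.67, 0.0106), reactive gliosis (-0.21, 0.0138), voltage-gated channel (-0.12, 0.0188) and astrocyte genes (-0.23, 0.0237). With an estimated correlation none of these lists passed (adjusted p 0.302 to 0.705). With the choroid plexus level as a covariate the blood list changed sign, and the microglia, reactive gliosis and astrocyte lists no longer passed. With the sensory ganglion level the immature neuron, regeneration-associated, voltage-gated channel, reactive gliosis and blood lists no longer passed. Without a covariate, the other lists had adjusted p of 0.0724 to 0.808, with 1 called member among interferon genes (Ifi27) and 1 among fibroblast genes (Col1a1). Sensory ganglion genes also differed between these libraries: the mean log2 CPM of 6 such genes was 3.64, 3.78 and 0.61 in Silc1-/- and 4.31, 5.20 and 5.20 in WT. Xist was at 52, 45.4 and 1.16 CPM in the Silc1-/- libraries, which also held the Y-linked Ddx3y (6.57, 9.31 and 5.28 CPM), and at 72.2, 140.0 and 119.0 CPM in WT. With the choroid plexus level as a covariate 1 gene was called; Sostdc1 went from 2.99 (SE 0.47) to 1.09 (SE 0.35) and Slc2a12 from 2.68 (SE 0.35) to 1.34 (SE 0.39). Silc1 went from -5.03 (SE 0.46) to -4.14 (SE 0.82, adjusted p 0.464), a call that ended mainly as its SE rose. With the sensory ganglion level 1 gene was called, and Silc1 was at -4.31 (SE 0.65, adjusted p 0.0972), Sostdc1 at 2.82 (SE 0.63), Slc2a12 at 2.29 (SE 0.44) and Abca4 at 2.41 (SE 0.52), calls that ended mainly as the SE rose. Over the alternatives in which it passed, the adjusted p of Silc1 was 2.98e-18 to 0.00559.

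**Figure D2:**
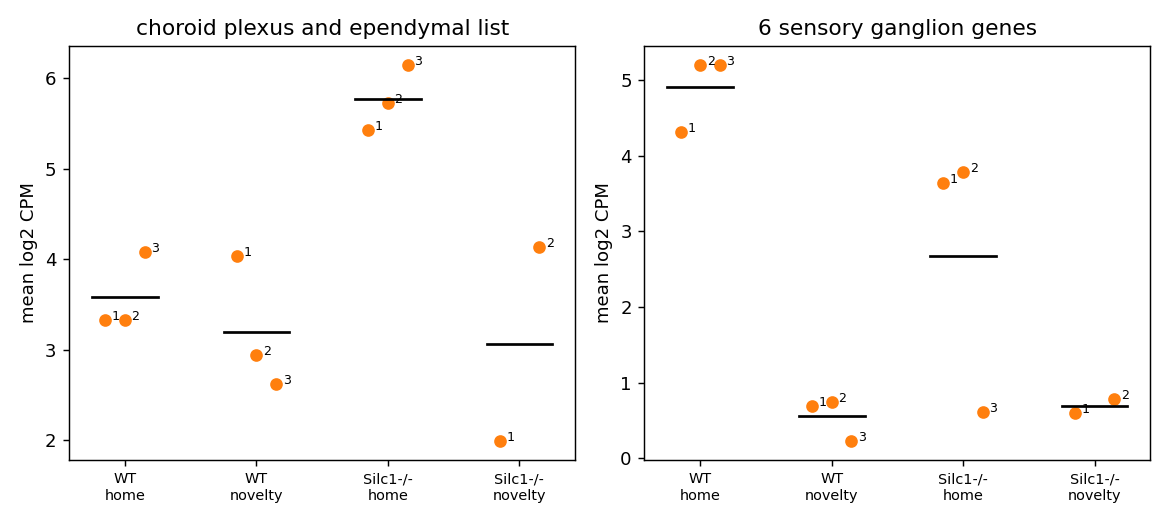
Mean log2 CPM (y axes) of the choroid plexus and ependymal list (left) and of 6 sensory ganglion genes (right) in the 11 libraries of the Silc1-/- experiment, by group on the x axes; points are libraries with their replicate number and horizontal bars are group means. The 3 Silc1-/- home cage libraries (5.43 to 6.15) lie above all others in choroid plexus genes, and the 3 WT home cage libraries (4.31 to 5.20) and Silc1-/- home cage libraries 1 and 2 (3.64 and 3.78) lie above all others in sensory ganglion genes.

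After novelty, the comparison of Silc1-/- (n = 2) with WT (n = 3) asks what the RNA contributes once the animal has met a new place. Silc1 was the only gene that passed in edgeR (adjusted p 0.000755), with 0 genes higher. At an unadjusted p under 0.05 there were 3406 genes, DESeq2 called 1020 (603 higher, 417 lower) and limma on TPM 338 (10 higher, 328 lower). The ubiquitin-conjugating enzyme gene Ube2b was at 39.0 ± 1.38 CPM in Silc1-/- and 87.3 ± 13.3 CPM in WT, short of the threshold (log2 fold change -1.16, SE 0.18, adjusted p 0.0714). The neuronal membrane gene Vstm2a was at 43.1 ± 1.34 against 112.0 ± 32.3 CPM (-1.38, SE 0.22, adjusted p 0.0767). Sub1 (-1.40), Col12a1 (-1.33) and Rsl1d1 (-1.35) had the same adjusted p. Without Silc1-/- library 2 the count was 1154, and without library 1 it was 2.

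Lists that moved after novelty were immediate early genes (median 0.46, 6 of 32 higher adjusted over the list alone, adjusted p 0.000452), microglia (0.46, 6 higher adjusted over the list alone, 0.000773), glucocorticoid-response (0.50, 7 higher adjusted over the list alone, 0.00217), interferon-response (0.42, 1 higher adjusted over the list alone, 0.00266) and myelin genes (1.08, 3 higher and 1 lower adjusted over the list alone, 0.024). No member was called over all genes, and none of these lists passed with an estimated correlation (adjusted p 0.922 to 0.966). Myelin genes did not pass with the replicate number as a block (adjusted p 0.115). Their mean log2 CPM was 5.61 and 7.01 in Silc1-/- and 5.75, 5.50 and 5.71 in WT, so the difference rests on Silc1-/- library 2, and without that library the list was at adjusted p 0.992. Interferon genes were at 3.34 and 2.57 in Silc1-/- and 2.56, 2.34 and 2.63 in WT, and without Silc1-/- library 1 the list was at adjusted p 0.833. Immediate early and glucocorticoid-response genes also fell short without Silc1-/- library 2, and only microglia genes passed with any 1 library left out. Choroid plexus genes, so far apart in the home cage, had a median of 0.05 (adjusted p 0.938). Their mean log2 CPM was 1.99 and 4.13 in Silc1-/- and 4.03, 2.94 and 2.62 in WT. The Silc1-/- libraries thus lay on either side of WT. The other lists had adjusted p of 0.0716 to 0.945.

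Within WT, the comparison of novelty with the home cage asks which genes respond to an unfamiliar place. The gene with the smallest p was Pdia6, an endoplasmic reticulum (ER) chaperone gene. It was at 63.7 ± 4.75 CPM after novelty and 17.1 ± 2.57 CPM in the home cage (n = 3 each; log2 fold change 1.90, SE 0.18, adjusted p 0.000302). Sdf2l1 was at 11.8 ± 2.31 against 2.35 ± 0.232 CPM (2.33, SE 0.26, adjusted p 0.000793), Creld2 at 17.6 ± 1.81 against 4.18 ± 0.475 CPM (2.07, SE 0.24, adjusted p 0.000848) and Hspa5 at 224.5 ± 44.1 against 69.5 ± 6.09 CPM (1.69, SE 0.20, adjusted p 0.000848). The glucocorticoid target Plin4, a lipid droplet gene, was at 8.13 ± 3.41 against 1.32 ± 0.682 CPM (2.64, SE 0.43, adjusted p 0.00666), and Fkbp5, a cochaperone of the glucocorticoid receptor, at 58.2 ± 9.93 against 23.7 ± 6.76 CPM. The immediate early genes Ier2, Atf3 and Junb were lower after novelty; Junb was at 28.9 ± 9.71 against 62.8 ± 9.22 CPM. Dbp, an output gene of the circadian clock, was at 66.4 ± 15.7 against 192.4 ± 12.4 CPM (-1.53, SE 0.19, adjusted p 0.00178). In total 403 genes rose and 463 fell of 14724, with 3761 at an unadjusted p under 0.05.

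The other named rises were Srp54b (2.14) and Srp54a (2.06), whose near-identical copies leave the assignment of reads uncertain, Il20rb (2.09), Snrnp48 (1.97), Slc39a2 (1.82) and Ifitm1 (1.74). The largest falls were genes of peripheral sensory neurons and Xist, the RNA of the inactive X chromosome. The sensory sodium channel gene Scn10a was at 0.231 ± 0.278 CPM after novelty and 16.1 ± 4.3 CPM in the home cage (log2 fold change -6.23, SE 1.14, adjusted p 0.0198). The neuropeptide gene Calca was at 1.01 ± 0.255 against 39.3 ± 11.4 CPM (-5.24, SE 1.07, adjusted p 0.033) and the neurofilament gene Prph at 0.922 ± 0.553 against 33.7 ± 9.79 CPM (-5.20, SE 0.80, adjusted p 0.0108). Trarg1 (-5.12), Sncg (-4.35), Acpp (-4.08), Fxyd2 (-3.43) and Pirt (-3.25) also fell. Xist was at 0.166 ± 0.168 CPM after novelty and 110.5 ± 34.9 CPM in the home cage (-9.42, SE 1.79, adjusted p 0.0302), and the cardiac actin gene Actc1 at 0, 0 and 0.124 CPM against 14.2, 32.5 and 27.1 CPM. Sox11 (0.30, adjusted p 0.349) and Silc1 (0.08, adjusted p 0.908) did not pass.

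Among the lists in WT, heat shock genes were higher after novelty (7 of 16 rose and 0 fell; 9 rose and 1 fell adjusted over the list alone; median 0.58, adjusted p 0.000295, estimated-correlation adjusted p 0.201). Hspa5, Dnajb1 (0.97), Hsph1 (0.77) and Hspa1b (1.16) led them. Glucocorticoid-response genes were higher (4 of 18 rose, 1 fell; 8 and 1 adjusted over the list alone; median 0.49, adjusted p 0.00201), with Plin4, Fkbp5 (1.29), Sult1a1 (0.97) and, falling, Dusp1 (-1.35). Immediate early genes were lower (0 rose, 5 of 32 fell; 13 adjusted over the list alone; median -0.55, adjusted p 0.00114), with Ier2 (-1.54), Atf3 (-2.18), Dusp1 and Junb (-1.12). Immature neuron genes were lower (5 of 24 fell; 8 adjusted over the list alone; median -0.57, adjusted p 0.00201), with Insm1 (-1.24), Sox2 (-0.90), Sox4 (-1.04) and Sox12 (-0.92). Regeneration-associated genes were lower (3 of 22 fell; 7 adjusted over the list alone; median -0.24, adjusted p 0.0022), with Atf3, Klf7 (-1.28) and Npy (-0.74). With an estimated correlation none of these lists passed (adjusted p 0.201 to 0.593), and with the sensory ganglion level as a covariate the immediate early list changed sign (p 0.763) and the glucocorticoid-response, immature neuron and regeneration-associated lists no longer passed.

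Glial lists and lists of other regions moved as well. Microglia genes were lower (5 of 13 fell; 7 adjusted over the list alone; median -0.49, adjusted p 8.33e-05), with Cx3cr1 (-0.89), Sall1 (-0.89) and Trem2 (-0.67). Reactive gliosis genes were lower (4 of 21 fell, the same number adjusted over the list alone; median -0.40, adjusted p 0.00481), with Lgals3 (-2.21), Cd44 (-1.20), Cd68 (-0.68) and Trem2. Myelin genes were lower (1 of 15 rose, St18, 0.89, and 1 fell, Opalin, -1.95; 1 and 9 adjusted over the list alone; median -1.11, adjusted p 0.000295), as were genes of neighbouring brain regions (2 of 22 fell, Rorb, -1.21, and Cux2, -0.84; median -0.83, adjusted p 0.00201). Dentate granule genes were higher (1 of 14 rose, Rfx3, 0.75; 7 adjusted over the list alone; median 0.45, adjusted p 0.00535). With an estimated correlation none passed (adjusted p 0.254 to 0.593), and with the sensory ganglion level as a covariate the myelin (p 0.104), neighbouring region (p 0.208) and dentate granule lists (p 0.867) changed sign and reactive gliosis no longer passed. In the clock list 1 of 18 genes rose (Per2, 0.78) and 5 fell, among them Dbp, Bhlhe41 (-1.19) and Nr1d1 (-1.12), but the list did not pass (adjusted p 0.115). The remaining lists had adjusted p of 0.108 to 0.859; called in them were Rheb (0.81), Gria1 (0.60), Spry2 (-0.85), C1ql1 (-0.83), Pdgfrb (-1.12), Col1a1 (-1.31), Col3a1 (-1.56), Ngp (-2.35), Id2 (-0.88) and Klf11 (-0.91).

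Tissue markers separated the WT groups too. The mean log2 CPM of 6 sensory ganglion genes was 4.31, 5.20 and 5.20 in the home cage and 0.69, 0.74 and 0.23 after novelty, and Xist was at 72.2, 140.0 and 119.0 CPM in the home cage libraries, which also held the Y-linked Ddx3y (3.55, 4.37 and 5.14 CPM). The myelin list was at 6.82, 6.50 and 6.78 in the home cage and 5.75, 5.50 and 5.71 after novelty. The neighbouring region list was at 4.14, 4.35 and 5.65 against 3.85, 3.84 and 3.73. With the sensory ganglion level as a covariate, 1 gene was called, and the median SE of heat shock genes rose from 0.19 to 0.43. Pdia6, Sdf2l1, Creld2, Hspa5, Dnajb1, Plin4, Fkbp5, Ier2, Atf3, Insm1, Dbp, Bhlhe41, Lgals3 and Col1a1 were called with any 1 library left out. Xist, Calca, Opalin, Npy, Spry2, Sult1a1, Trem2, Slc39a2 and Klf11 were called in none of those 6 fits. The total was 286, 103 and 395 without home cage libraries 1, 2 and 3, and 402, 345 and 235 without novelty libraries 1, 2 and 3. DESeq2 called 1587 genes and limma on TPM 725, with 63.7% of them higher, against 46.5% higher in edgeR.

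**Figure D3:**
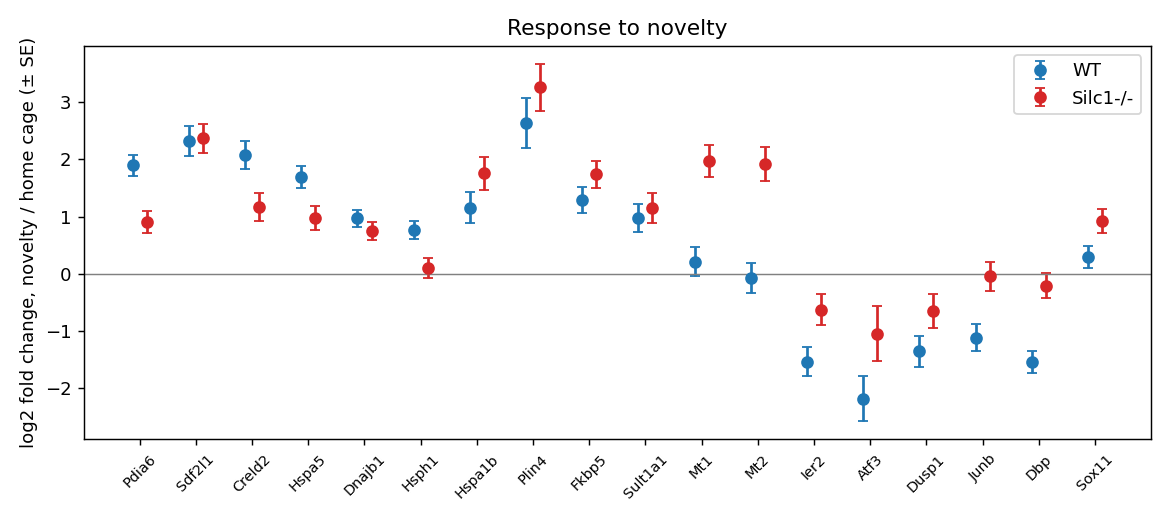
Log2 fold change of novelty over home cage (y axis) with 1 SE as error bar for the genes on the x axis, in WT (blue, 3 against 3 libraries) and Silc1-/- (red, 2 against 3 libraries). Hspa5 (1.69 and 0.97), Plin4 (2.64 and 3.26) and Fkbp5 (1.29 and 1.74) were higher after novelty in both genotypes, and Mt1 rose in Silc1-/- (1.98) while in WT its change of 0.21 did not pass.

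Within Silc1-/-, the comparison of novelty (n = 2) with the home cage (n = 3) asks how the response looks without the RNA. Plin4 was at 14.98 ± 3.94 CPM after novelty and 1.56 ± 0.469 CPM in the home cage (log2 fold change 3.26, SE 0.41, adjusted p 0.00538), Sdf2l1 at 15.9 ± 2.9 against 3.08 ± 0.749 CPM (2.37, SE 0.26, adjusted p 0.0031) and Fkbp5 at 74.7 ± 9.8 against 22.4 ± 4.88 CPM (1.74, SE 0.24, adjusted p 0.00538). The metallothionein gene Mt1 was at 2993 ± 1180 against 761.3 ± 194 CPM (1.98, SE 0.28, adjusted p 0.00551). Sox11 rose (0.92, SE 0.21, adjusted p 0.0208), a call that was lost without home cage library 1 (0.92) or 2 (0.91), without novelty library 1 (0.57), with limma on TPM (0.47), and with the choroid plexus (0.21) or sensory ganglion (0.8) level as a covariate. Sostdc1 and Krt18 fell: Sostdc1 was at 6.7 ± 5.42 against 48.1 ± 9.57 CPM (-2.83, SE 0.54, adjusted p 0.0167) and Krt18 at 1.38 ± 1.23 against 11.8 ± 3.91 CPM. In total 937 genes rose and 751 fell, with 4813 at an unadjusted p under 0.05. With the choroid plexus level as a covariate 0 genes were called, and with the sensory ganglion level 11 rose and 55 fell. Silc1 had 0 counts after novelty and 13 in the home cage, too few for a fold change.

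Other rises were Tincr (2.97), Cyp2e1 (2.77), Dok3 (2.75), Car15 (2.74), Slc23a1 (2.64), Tnfrsf25 (2.49), Adamts13 (2.40) and Tmem52 (2.39). Other falls were Tmem72 (-4.10), Wfdc2 (-3.91), Steap1 (-3.44), Cldn2 (-3.43), Pqlc3 (-3.24), Krt18 (-3.06), Kdr (-2.97), Pla2g5 (-2.97) and Prr32 (-2.95). Tmem72 was at -3.14 without novelty library 1 and 0.55 with the choroid plexus level as a covariate. Without novelty library 2 the fit gave -10.58, from novelty library 1 alone, where the choroid plexus list was lowest (mean log2 CPM 1.99). This value of Tmem72 is not read as a size. Its call was lost without any 1 home cage library. Glucocorticoid-response genes were higher as a list (11 of 18 rose, 0 fell; 13 rose adjusted over the list alone; median 0.98, adjusted p 1.42e-08, estimated-correlation adjusted p 0.0987), led by Arrdc2 (2.05), Fkbp5, Mt1 and Plin4. Heat shock genes were higher (6 of 16 rose, 0 fell; 8 and 1 adjusted over the list alone; median 0.45, adjusted p 0.00593, estimated-correlation adjusted p 0.254), with Hspa1b (1.76), Dnajb5 (1.05), Dnajb1 (0.75) and Hspa5 (0.97). Dentate granule genes were higher (3 rose, Maml2, 1.02, Lct, 1.59, and Stxbp6, 0.91; 4 adjusted over the list alone; median 0.45, adjusted p 0.0187, estimated-correlation adjusted p 0.944). Stxbp6 was at 0.31 without novelty library 1 and -0.12 with the choroid plexus level as a covariate. It was not called without any 1 home cage library. The dentate granule list no longer passed with the choroid plexus or the sensory ganglion level as a covariate. Choroid plexus genes were lower (5 of 14 fell; 10 adjusted over the list alone; median -2.73, adjusted p 9.36e-07, estimated-correlation adjusted p 0.807), with Dnah11 (-2.58), Kl (-2.73), Otx2 (-2.74) and Prlr (-2.69). Their mean log2 CPM was 1.99 and 4.13 after novelty, against 5.43, 5.73 and 6.15 in the home cage, and 6 sensory ganglion genes were at 0.60 and 0.78 against 3.64, 3.78 and 0.61.

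The other lists did not pass in Silc1-/- (adjusted p 0.149 to 0.996), although single members did. Among microglia genes Tmem119 (1.05), Csf1r (0.64), C1qc (0.84) and C1qa (0.86) rose, and among receptor and channel genes Grin1 (0.79), Grin2c (1.06), Grm2 (1.47), Grik4 (0.89), Scn3b (0.84) and Cacna1h (1.30) rose. C1qa was at 0.47 without novelty library 1 and -0.09 with the choroid plexus level as a covariate. Its call was lost without home cage library 1 or 2 and kept without home cage library 3. Neurod1 (0.87) and Neurod2 (0.95) rose while Stmn1 (-0.93) and Sema3c (-1.01) fell. Dusp5 (1.16) rose while Ccn1 (-1.45), Btg2 (-0.67) and Rgs2 (-0.99) fell. Adcyap1 (-1.18), Klf6 (-1.12), Cd44 (-1.49), Lgals3 (-1.58), Slco1a4 (-1.68), Rorb (-1.44) and Ifi27 (-0.92) fell, and Serpina3n (1.15), Cd68 (0.89), Pvalb (0.88), Cck (0.69), Gjb6 (1.02), Ly6c1 (1.22) and Per2 (0.99) rose. The total was 429 and 59 without home cage libraries 1 and 2, and 16 and 3288 without novelty libraries 1 and 2. Plin4, Sdf2l1, Tmem52, Arrdc2 and Hspa1b were called with any 1 library left out, and Fkbp5 and Mt1 were lost only without novelty library 1. DESeq2 called 2609 genes. Limma on TPM called 2880, with 6.01% of them higher against 55.5% in edgeR, on a scale with the median of all genes at -0.34 (-0.06 in edgeR).

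The interaction of genotype and novelty tests whether the response itself differed. Mt1 rose by 1.98 in Silc1-/- and not detectably in WT (0.21, SE 0.26), a difference of 1.76 (SE 0.38, adjusted p 0.0359), and Mt2 gave a difference of 2.00 (SE 0.40, adjusted p 0.0333). The stress-response transcription factor gene Atf5 went from 37.0 ± 4.09 to 86.1 ± 2.45 CPM in Silc1-/- (n = 3 and 2) and from 72.3 ± 24.5 to 38.1 ± 12.1 CPM in WT (n = 3 each), a difference of 2.14 (SE 0.37, adjusted p 0.0312). The NMDA receptor gene Grin1 went from 582.0 ± 64.1 to 1009 ± 68.3 CPM in Silc1-/- and from 857.5 ± 63.9 to 602.0 ± 126 CPM in WT (1.30, SE 0.27, adjusted p 0.0344). The AMPA receptor auxiliary gene Cnih2 (2.09), Col1a1 (2.04), Epop (2.37), Cxcr2 (2.34), Zfpm1 (2.32), Ppp1r18 (2.17), Pcsk1n (2.14), Dlgap3 (2.02) and Mir6240 (2.74) also had positive differences. Negative ones were Wfdc2 (-4.36), Trhr (-4.23), Kdr (-3.03), Slc2a12 (-2.66), Crhr2 (-2.47), Slc16a9 (-2.45), Prcd (-2.35), Ecm2 (-2.32), Ctnnal1 (-2.28) and Cgnl1 (-2.28). Sox11 did not pass (0.62, SE 0.29, adjusted p 0.188). The test called 222 positive and 159 negative differences, with 3828 genes at an unadjusted p under 0.05. Of the calls 58.3% were positive, against 68.1% with DESeq2 size factors and 5.86% with limma on TPM, where the median of all genes was -0.40 (-0.06 in edgeR).

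Lists with a positive difference were microglia (3 of 13 called, Tmem119, 1.21, C1qc, 1.33, and Trem2, 1.12; 8 adjusted over the list alone; median 0.67, adjusted p 6.28e-06), immediate early (0 called; median 0.50, adjusted p 0.00183), glucocorticoid-response (Mt1 and Mt2; 5 adjusted over the list alone; 0.46, 0.0033), clock (Dbp, 1.33, and Ciart, 1.49; 4 adjusted over the list alone; 0.24, 0.0352), reactive gliosis (Cd68, 1.57, Tyrobp, 1.28, and Trem2; 4 adjusted over the list alone; 0.43, 0.0352), myelin (0 called; 0.96, 0.0352) and immature neuron genes (Sox12, 1.29, and Insm1, 1.29; 4 adjusted over the list alone; 0.50, 0.0401). Choroid plexus genes had a negative difference (0 called, 4 lower adjusted over the list alone; median -2.60, adjusted p 0.00148). With an estimated correlation none passed (adjusted p 0.636 to 0.868). With the replicate number as a block, 207 genes were called. The immature neuron (adjusted p 0.0923), clock (0.0634), reactive gliosis (0.0665) and myelin (0.117) lists then no longer passed. The myelin list also fell short without Silc1-/- home cage library 3 (adjusted p 0.34) or WT home cage library 1 (0.0567) or 3 (0.0559). The same held without WT novelty library 2 (0.0539) or 3 (0.0592). The list passed without WT novelty 1, WT home cage 2 or Silc1-/- home cage 1 or 2. With the sensory ganglion level as a covariate it changed sign (adjusted p 0.941). The immediate early, immature neuron, clock and reactive gliosis lists then no longer passed. Without Silc1-/- novelty library 2 the myelin list was at adjusted p 0.675, and of these 8 lists only microglia and choroid plexus genes passed. The other lists had adjusted p of 0.068 to 0.925. Grin2c (1.85), Hcn2 (1.48), Pvalb (1.49), C1ql1 (1.65) and Bag3 (1.29) had positive and Hspe1 (-1.64) and Ifi27 (-1.20) negative differences. The total was 0 without Silc1-/- home cage library 2, WT home cage library 1 or WT novelty library 2. It was 1 without WT home cage library 2, 2 without Silc1-/- novelty library 1, 161 without WT novelty library 1, 212 without Silc1-/- home cage library 1, 828 without WT novelty library 3 and 1405 without Silc1-/- novelty library 2. It was 0 with the choroid plexus level and 3 with the sensory ganglion level as a covariate. The median size of the 381 differences, in the direction first called, went from 1.43 (median SE 0.31) to 1.29 (0.42) and 1.52 (0.38). For 301 and 344 of the genes the SE rose by more than the size fell, while 11 and 0 lost most of their size, among them Slc2a12, Wfdc2 and Cgnl1 with the choroid plexus level.

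The libraries labelled polyA/polyA ask whether ending Silc1 transcription early acts like deleting it. Silc1 was at 12.2 ± 0.0872 CPM in them and 5.91 ± 0.595 CPM in their WT (n = 2 each; log2 fold change 1.05, SE 0.32, adjusted p 1), and it passed as a rise without polyA/polyA library 1 (adjusted p 0.0456). Silc1 was thus not lower in these libraries, so the differences below are between the labelled groups and are not read as loss of Silc1. Whether the label, the allele or a swap accounts for this was not settled. Sox11 was at 24.8 ± 11.4 against 19.4 ± 6.13 CPM (0.36, SE 0.41, adjusted p 1; -0.23 without polyA/polyA library 2). The choroid plexus gene Kl was at 37.5 ± 4.01 against 6.27 ± 1.33 CPM (2.59), the membrane-binding gene Cpne7 at 63.4 ± 8.12 against 12.6 ± 5.03 CPM (2.34), the transporter gene Slc29a4 at 36.1 ± 14 against 5.84 ± 1.78 CPM (2.61) and the imprinted gene Nnat at 317.1 ± 70.3 against 95.9 ± 6.38 CPM (1.73). The synaptic priming gene Unc13c was at 16.1 ± 1.2 against 49.5 ± 6.45 CPM (-1.62). None passed (adjusted p 1). In edgeR 0 of 13485 genes were called, with 500 at an unadjusted p under 0.05; DESeq2 called 19 and limma 0. The count was 1442 without polyA/polyA library 1 and 433 without library 2.

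Among the polyA lists, immediate early genes were lower (median -0.83, 2 of 30 positive, 9 lower adjusted over the list alone, adjusted p 6.16e-16). Fos was at 36.9 and 12.1 CPM against 75.5 and 89.9 CPM in WT, and Arc at 280.0 and 98.1 against 368.7 and 483.1 CPM. Myelin (-1.09, adjusted p 3.69e-12), glucocorticoid-response (-0.38, 0.00204), clock (-0.25, 0.00715), inhibitory neuron (-0.31, 0.0466) and neighbouring region genes (-1.07, 0.0466) were lower. Choroid plexus (1.96, 4 of 10 higher adjusted over the list alone, 0.000104), dentate granule (1.03, 0.000347), CA3 and CA2 (0.65, 2 higher adjusted over the list alone, 0.000439), fibroblast (0.62, 0.00396) and immature neuron genes (0.27, 0.0306) were higher. All had an adjusted p of 0.551 with an estimated correlation. The choroid plexus transcript Ttr was at 3848 and 124.4 CPM in the polyA/polyA libraries and 46.3 and 64.3 CPM in WT. The fibroblast list changed sign without polyA/polyA library 1, and the dentate granule and inhibitory neuron lists changed sign without library 2. The other lists had adjusted p of 0.0884 to 0.888.

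The AAV-Cre libraries ask what loss of Sox11 itself does. Sox11 was lower with Cre than with GFP in all 3 pairs of replicate numbers, at 16.9, 8.74 and 19.1 CPM against 39.0, 56.1 and 70.8 CPM. Its log2 fold change of -1.89 (SE 0.40, adjusted p 0.998) did not pass without the pairs, and passed with the replicate number as a block (-1.92, SE 0.30, adjusted p 0.0406). Whether numbers 1 and 2 are true pairs was not settled. Among genes called with the block, the major histocompatibility complex class II gene H2-Aa was at 15.7 ± 0.888 against 3.43 ± 0.0858 CPM (n = 3 each; 2.20 with the block, SE 0.30, adjusted p 0.0264), H2-Ab1 at 36.3 ± 25.8 against 4.48 ± 2.49 CPM (2.77, SE 0.36, adjusted p 0.0183) and Cd74, in a gene row shared with Mir5107, at 67.0 ± 14.9 against 13.6 ± 5.6 CPM (2.36, SE 0.25, adjusted p 0.00662). The synaptic organiser gene C1ql3 was at 40.8 ± 6.78 against 121.0 ± 24.2 CPM (-1.56, SE 0.23, adjusted p 0.0299). The blocked fit called 16 rises and 3 falls of 13849 genes, among them Nlrc5 (2.98), Ifi211 (3.55), Gbp2b (2.58), H2-Eb1 (2.45), Cldn2 (2.18), Ecrg4 (1.66) and Enpp2 (1.44). Unblocked, edgeR called 0, with 324 at an unadjusted p under 0.05; DESeq2 called 7, Sox11 among them, and limma 0. Unblocked and without Cre library 3, which had 6483 counts of Xist and 0 counts of 4 Y-linked genes, 1 gene was called; the other 5 libraries had 1 to 28 counts of Xist. Without both libraries numbered 3 the test called 124 genes (106 higher), with Sox11 at -1.91 (adjusted p 0.00838).

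Interferon-response genes were higher with Cre as a list (median 1.57, 29 of 30 positive; adjusted p 3.22e-13, estimated-correlation adjusted p 0.488), as were choroid plexus (1.38, 13 of 14 positive, 1.7e-06), reactive gliosis (0.77, 19 of 21 positive, 1 higher adjusted over the list alone, 0.000127), immediate early (0.28, 0.0169) and glucocorticoid-response genes (0.29, 0.0297). GABA receptor (-0.70, 2 of 14 positive, adjusted p 9.09e-05), dentate granule (-0.42, 0.000746), inhibitory neuron (-0.25, 0.00773), late activity-response (-0.29, 0.00861) and blood genes (-0.73, 0.0107) were lower. With the replicate number as a block the adjusted p was 1.58e-14 for interferon, 3.01e-10 for choroid plexus, 4.85e-06 for reactive gliosis, 0.0479 for immediate early and 0.0496 for glucocorticoid-response genes. Among the lower lists it was 9e-05 for GABA receptor, 0.000723 for dentate granule, 0.000867 for inhibitory neuron, 0.0256 for late activity-response and 0.00251 for blood genes. The interferon list had a mean log2 CPM of 5.11, 5.59 and 2.98 with Cre and 2.77, 3.86 and 3.25 with GFP, so it was higher in pairs 1 and 2 and lower in pair 3. Blood genes were at 4.43, 4.50 and 6.77 with Cre and 6.07, 5.84 and 6.65 with GFP, higher in pair 3. Immediate early genes were at 4.22, 4.38 and 5.01 against 4.24, 4.45 and 4.28, higher in pair 3 alone. The other 7 lists moved the same way in all 3 pairs. Unblocked, only the interferon, choroid plexus and GABA receptor lists passed with any 1 library left out. With an estimated correlation all were at adjusted p 0.446 to 0.588, and immediate early genes changed sign without Cre library 3. The choroid plexus transcript Ttr was at 1696, 8718 and 10230 CPM with Cre and 90.3, 3588 and 1819 CPM with GFP. The other lists had adjusted p of 0.105 to 0.918. Over all 7 bulk comparisons, the CA1, oligodendrocyte precursor, endothelial and mural, glutamate receptor and Silc1-Sox11 neighbourhood lists never passed (smallest adjusted p 0.068, 0.103, 0.0884, 0.0724 and 0.3).

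In the polyA/polyA and unblocked Cre comparisons 0 genes were called, so called genes could not overlap; none of the genes called in the blocked Cre fit was called in the same direction in Silc1-/- in the home cage. Directions in polyA/polyA follow the labels here. Whether these were swapped was not settled, and overlaps with that direction turned were not tested. At an unadjusted p under 0.01, 6 genes were higher in both Silc1-/- and polyA/polyA, against 0.983 expected (1-sided Fisher exact test, adjusted p 0.00259). They were Cldn2, Kl, Clic6, Gmnc, Srp54b and the merged row of Fam177a; the choroid plexus list was higher in both comparisons. Nrep, a neuronal regeneration-related gene, was lower in both polyA/polyA and Cre, where 0.0131 genes were expected (adjusted p 0.0393). It was also the 1 gene lower in both Silc1-/- and polyA/polyA (adjusted p 0.376) and in both Silc1-/- and Cre (adjusted p 0.366), overlaps that did not pass. With the blocked Cre fit in place of the unblocked one, a comparison added after the results were seen, 56 genes were higher in both Silc1-/- and Cre, against 4.67 expected (adjusted p 1.94e-44). The choroid plexus list was higher in both, and Folr1, Kl, Otx2, Prlr and Kcnj13 were among the 56. In both polyA/polyA and blocked Cre 5 genes were higher (adjusted p 0.00318) and 2 lower, Nrep and Unc13c (adjusted p 0.0224). Lower in both Silc1-/- and blocked Cre were 5 genes (adjusted p 0.0977).

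The nuclei ask in which cell types loss of Silc1 is seen. Unlike in bulk, Silc1 UMIs were present in the libraries labelled Silc1-/-, so the nuclei do not show that Silc1 was absent. A deletion that leaves part of the transcript and wrong labels were not told apart, and Silc1-/- below is the label of these libraries. Background RNA spread evenly over the nuclei would give every class a similar level, but the dentate granule-like nuclei of the Silc1-/- libraries held 11 and 0 Silc1 UMIs (9.29 and 0 CPM without TMM) and the CA3/CA2-like nuclei 29 and 15 (30.03 and 23.74 CPM). In CA1-like neurons Silc1 was at 37.2 and 35 CPM in the WT libraries and 33.6 and 20.6 CPM in the libraries labelled Silc1-/- (log2 fold change -0.44, adjusted p 0.473), and a UMI of it was found in 14.8% and 12.5% of WT and 7.78% and 8.25% of Silc1-/- nuclei, at median depths of 4645, 3827, 2100 and 4398 UMIs. In choroid plexus-like nuclei, at 4518, 4251, 3484 and 5051 UMIs, no Silc1 UMI was found in 83 nuclei, which allows a share of nuclei with a UMI of up to 3.61% at these depths and sets no limit on expression. Silc1 was also not called in dentate granule-like (-0.64, adjusted p 0.746), CA3/CA2-like (-0.26, 0.743) or inhibitory-like nuclei (-0.51, 0.502). With unnamed clusters counted under the class they resemble most, an alternative added after the results were seen, it was called lower in CA1 (-0.88, SE 0.20, adjusted p 0.0159) and in CA3 or CA2 nuclei (-0.51, SE 0.16, adjusted p 0.0484). Over all deposited barcodes, without TMM, it was at 21.0 and 23.8 CPM in WT and 17.2 and 15.3 CPM in Silc1-/-, and in the removed barcodes at 19.4 and 23.5 against 16.6 and 15.4 CPM. Sox11 was not called in dentate granule-like (0.77, SE 0.27, adjusted p 0.141), CA1-like (0.62, 0.308), CA3/CA2-like (0.70, 0.361), inhibitory-like (0.36, 0.637) or astrocyte-like nuclei (0.76, 0.645), with a positive change in each.

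In dentate granule-like nuclei, which receive the main cortical input of the hippocampus, the activity-induced gene Egr1 was at 37.3 ± 5.38 CPM in Silc1-/- and 14.2 ± 0.0228 CPM in WT (n = 2 each; log2 fold change 1.42, SE 0.28, adjusted p 0.00124). Rgs4 (1.59) and Dus1l (1.52) also rose there, and Il20rb (-2.08), Stk32b (-1.66) and C1qtnf12 (-1.59) fell. In CA1-like nuclei Enpp2, which makes a lipid signal, was at 78.1 ± 11.7 against 159.0 ± 25.5 CPM (-0.99, SE 0.17, adjusted p 0.00125). It fell in inhibitory-like nuclei as well (-1.15, SE 0.14, adjusted p 0.00111). Without TMM, Enpp2 was highest in choroid plexus-like nuclei (4314.7 and 5329.9 CPM in WT), and the choroid plexus transcript Ttr fell alongside it in CA1-like nuclei, at 603.4 and 946.7 CPM in WT and 505.5 and 304.2 CPM in Silc1-/-. Enpp2 was also lower in both Silc1-/- libraries in dentate granule-like nuclei (85.3 and 38.5 against 137.3 and 159.4 CPM in WT). The same held in CA3/CA2-like (95.3 and 55.4 against 127.6 and 147.3 CPM) and oligodendrocyte-like nuclei (199.2 and 138.1 against 312.8 and 331.6 CPM). In choroid plexus-like nuclei the genotypes overlapped (3827.8 and 4839.4 CPM in Silc1-/-). Choroid plexus-like nuclei made up 0.92 ± 0.01% of WT and 0.4 ± 0.23% of Silc1-/- nuclei. A lower background of choroid plexus RNA is thus not separated from a change of Enpp2 in CA1-like or inhibitory-like nuclei. In CA1-like nuclei Tmem88b (2.06), Utrn (1.65) and Ddah1 (1.61) rose, and Sycp3 (-1.10) and Slc2a9 (-0.98) fell. In CA3/CA2-like nuclei Ets2 (2.06), Pou3f3 (1.69) and Sema3c (1.64) rose and Timm22 (-2.28) and Muc15 (-1.25) fell, with Hsd3b3 at 1.03 and 0 CPM in Silc1-/- and 10.6 CPM on average in WT. In inhibitory-like nuclei Zbtb18 (1.01), Ankrd33b (0.96) and Tagln3 (0.93) rose and AY036118 (-0.96) and Grip1os1 (-0.90) fell. In astrocyte-like nuclei Ndn (1.46), Cep170b (1.40) and Ndufb7 (1.16) rose and Ccdc146 (-1.60), Dnah12 (-1.15) and Taf1d (-1.10) fell. Ccdc146 and Dnah12 are genes of ciliated cells, and RNA of such cells in this class was not separated from a change in astrocytes.

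The test called 151 rises and 40 falls in dentate granule-like, 159 and 37 in CA1-like, 129 and 41 in CA3/CA2-like, 31 and 23 in inhibitory-like and 37 and 12 in astrocyte-like nuclei. DESeq2 called 41, 49, 41, 33 and 1 genes. The named clusters hold different parts of a class by genotype: the unnamed cluster nearest to CA1 held 209 and 127 WT and 508 and 212 Silc1-/- nuclei, and the larger CA1-like cluster 520 and 222 against 314 and 166. With unnamed clusters counted under the class they resemble most, 376 genes were called in CA1 and 840 in CA3 or CA2, 164 of the 196 and 157 of the 170 among them, and the median size of the first calls went from 0.74 to 0.59 and from 0.77 to 0.59. Of the genes named above, Tmem88b (2.06 to 0.98), Ddah1 (1.61 to 0.91) and Sycp3 (-1.10 to -0.50) in CA1 and Ets2 (2.06 to 0.50) and Timm22 (-2.28 to -0.29) in CA3 or CA2 nuclei no longer passed as their changes shrank. Utrn (1.65 to 0.94), Muc15 (-1.25 to -0.57), Pou3f3 (1.69 to 1.10) and Sema3c (1.64 to 1.22) shrank and still passed, as did Hsd3b3 at -0.82, so the sizes given above hold for the named clusters alone. In dentate granule nuclei Stk32b (-1.66 both times, adjusted p 0.0577) and C1qtnf12 (-1.59 to -1.49, adjusted p 0.0524) fell just short at like sizes. Astrocyte nuclei are left out here, since the unnamed clusters nearest to them had Dnah12 and Cfap299, genes of ciliated cells, among their leading genes. In dentate granule-like nuclei the count was 77 without WT library 1 and 33 without Silc1-/- library 1. In CA1-like nuclei it was 44 and 120, and in CA3/CA2-like nuclei 72 and 61, without the same libraries. In astrocyte-like nuclei it was 31 without WT 1, 81 without WT 2 and 5 without Silc1-/- 1, and in inhibitory-like nuclei 95 without WT 1, 378 without WT 2 and 145 without Silc1-/- 2. As mean ± SD over libraries, dentate granule-like nuclei made up 14.9 ± 4.34% of WT and 9.3 ± 4.01% of Silc1-/- nuclei, CA1-like nuclei 14.1 ± 5.47% and 7.83 ± 0.38%, inhibitory-like nuclei 11.7 ± 1.28% and 12.9 ± 1.75%, and nuclei of unnamed clusters 40.3 ± 5.37% and 55.1 ± 5.71%. These shares depend on which clusters got a name: with unnamed clusters counted under the class they resemble most, CA1 made up 20.2 ± 6.6% of WT and 18.5 ± 2.2% of Silc1-/- nuclei and CA3 or CA2 26.7 ± 5.9% and 29.0 ± 5.9%. No share could pass, since 2 against 2 libraries give an exact permutation p of at least 1 in 3.

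The ATAC-seq peak list of sorted neuronal nuclei after novelty had a median peak width of 578 bp. Within 1000 kb of Sox11 there were 81 peaks, 42 of them in the higher-scoring part of the list, and 35 lay within 500 kb. The highest score of the 81 was at Sox11 itself, in a peak from 27341227 to 27343601 (score 2285, next highest 1647). Its fold enrichment of 7.65 ranked 22 of the 81, of which the highest was 15.16. A peak from 27158665 to 27160921 overlapped an end of Silc1, with a score of 139 and a fold enrichment of 4.35, under the list medians of 174 and 4.45. Another 6 peaks lay between the genes. The list has no values per library, so Silc1-/- and WT were not compared.

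**Figure D4:**
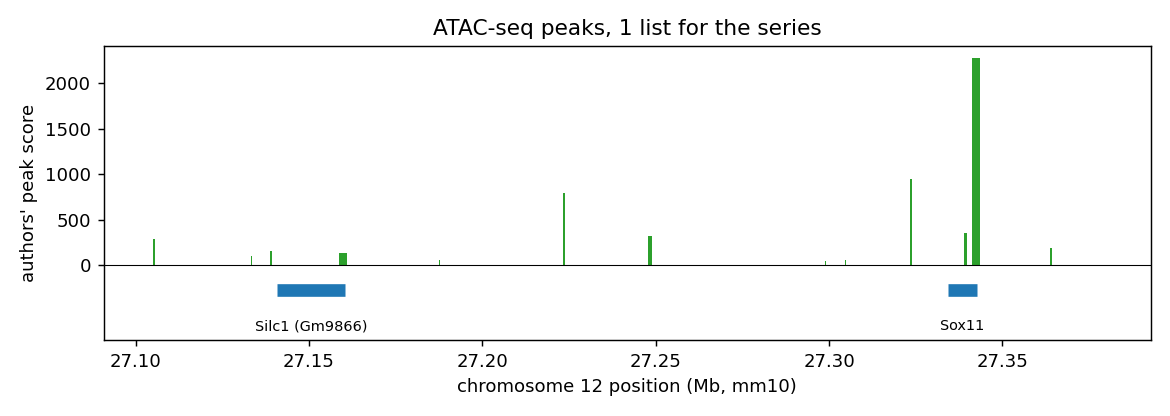
ATAC-seq peaks (green and grey bars, width to scale) by position on chromosome 12 in Mb (x axis) and the authors' peak score (y axis), from 1 list for the series, with the genes Silc1 and Sox11 drawn as blue bars under the axis. The peak at Sox11 has a score of 2285, and the peak over the end of Silc1 a score of 139.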

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

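Of the tests in this part, those of the choroid plexus genes and of the sensory ganglion genes were chosen only after the results were seen; the tests of the file names, of the chromosome and of the other splits were written before.

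The response to novelty differed between the genotypes for 381 genes by the interaction test (222 positive and 159 negative differences), which is why it is given here. It was 0 with the choroid plexus level and 3 with the sensory ganglion level as a covariate, where the median size of the 381 differences went from 1.43 (median SE 0.31) to 1.29 (0.42) and 1.52 (0.38). For 301 and 344 of the genes the SE rose by more than the size fell, while 11 and 0 lost most of their size.

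Signals appeared in libraries that no comparison used. Among the 16 ungrouped libraries, Silc1 was at 282.21, 3009.26 and 3146.29 TPM in the 3 whose files are named for Silc1 overexpression, and Sox11 at 116.61, 141.81 and 45.93 TPM in the 3 whose files are named for Sox11 overexpression. In libraries with files named for GFP, Silc1 was at 8.95 to 27.98 TPM and Sox11 at 4.21 to 14.06 TPM. Of the 3 libraries highest in Sox11, 3 have files named for Sox11 and 0 have such titles, and the 4 with files named for culture were the 4 lowest in myelin genes. This suggests that the file names, rather than the titles, tell what the libraries hold. Files attached in the wrong order and titles entered in the wrong order are not told apart by these values, and no biological explanation was tested.

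Choroid plexus genes were among the rises in Silc1-/- in the home cage. Of the 18 genes called higher, 8 (44.4%) were at least 4-fold higher in choroid plexus-like nuclei than in other nuclei, against 2.1% of the genes tested (odds ratio 38.2, 2-sided Fisher exact test p 1.28e-09), in line with more choroid plexus in those libraries. Flanking strain DNA around the edited locus, which would raise called genes on chromosome 12, had an odds ratio of 3.29 (2 of 19 called genes besides Silc1, Fisher exact p 0.139), too few genes to decide. The median change of the list after novelty was 0.05, from a mean log2 CPM of 1.99 and 4.13 in Silc1-/- and 4.03, 2.94 and 2.62 in WT. The Silc1-/- libraries lay on either side of WT, so this median does not show that the list was unchanged. In the single-nucleus libraries the share of choroid plexus-like nuclei went the other way, at 0.93 and 0.92% in WT and 0.56 and 0.23% in Silc1-/-. With 2 against 2 libraries no share could pass, so these shares decide nothing about the bulk rise. An effect of Silc1 on the choroid plexus that is seen in the home cage alone stays open. Dissection and genotype are confounded there, in 3 against 3 libraries.

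Sensory ganglion genes led the falls after novelty in WT. Of 18 further markers of that tissue, fixed after falls of sensory genes were seen and before the values of these markers were looked at, 16 were measured; all 16 were lower after novelty (median -3.66, quartiles -5.85 and -1.51; also -3.66 with the 2 markers at 0 counts set to their bound) and 11 were called. This is consistent with RNA of sensory ganglion, a tissue outside the hippocampus, in the home cage libraries (several markers, such as Nefh, Pmp22 and Th, are also transcribed in brain), and Xist beside Y-linked transcripts there is in line with RNA of both sexes. With that level as a covariate, the heat shock list still passed at the preset correlation (adjusted p 0.0241). Its median went from 0.58 to 0.51. The WT groups do not overlap in that level, so the adjustment rests on spread within groups. That spread was largest in the Silc1-/- home cage libraries (3.64, 3.78 and 0.61). The fit thus cannot decide how far this RNA accounts for the rise in WT. Without that covariate the list did not pass with an estimated correlation (adjusted p 0.201). It passed in its other alternatives (adjusted p 0.000118 to 0.0016). Calls of single genes ended with the covariate, from 7 to 0 in the list, because the median SE rose from 0.19 to 0.43. Hspa5 went from 1.69 (SE 0.20) to 1.35 (SE 0.43, adjusted p 0.402). A response to novelty stays open for the heat shock genes, as does any other difference between the libraries of the 2 conditions.

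For each of the 3 comparisons of 3 against 3 libraries, the 10 splits are too few for a share under 0.05. In Silc1-/- against WT in the home cage the real split called 20 genes, and 2 splits reached this. The other one, Silc1-/- 1, Silc1-/- 2 and WT 3 against the rest, called 73 genes, which points to a structure of the samples. These 3 libraries were also the highest of the 6 in the neighbouring region list (mean log2 CPM 5.36, 5.09 and 5.65, against 4.14, 4.35 and 3.93). For novelty in WT the real split called 866 genes and the highest other 0 (1 split of 10 reached the real count). For Cre the real split called 0 and the highest other 0 (10 of 10), without the pairs; with the replicate number as a block the real labels called 19, and swapping the groups within pair 1, 2 or 3 called 0, 0 and 1.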

How the results depend on the processing

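The fits with the choroid plexus or sensory ganglion level as a covariate, the crossed block and the fit without both Cre libraries numbered 3 were chosen only after the results were seen, and the cause of each change below was not tested unless stated. In Silc1-/- after novelty Silc1 had 0 counts, and for novelty in Silc1-/- (0 against 13 counts) its fitted values below are set by the prior count and measure no size.

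With DESeq2 size factors, 192 of 196 named genes kept direction and side of the threshold and 4 fell short of it. Without the low-count filter 10 genes were called between genotypes after novelty, 8 in polyA/polyA and 186 in inhibitory-like nuclei. The DESeq2 Wald test called 174 genes in Silc1-/- in the home cage, 1020 after novelty, 1587 for novelty in WT, 2609 in Silc1-/-, 1574 for the interaction, 19 in polyA/polyA and 7 with Cre, Sox11 (-1.89) among them; Silc1 then passed for novelty in Silc1-/- (fitted -4.19). In nuclei it called 41, 49, 41, 33 and 1 in dentate granule-like, CA1-like, CA3/CA2-like, inhibitory-like and astrocyte-like classes. Limma on log2(TPM + 1) called 123 and 338 between genotypes, 2880 for novelty in Silc1-/- and 2064 for the interaction, and Sox11 for novelty in Silc1-/- (0.47) no longer passed. Under it the median of all genes was 0.17, -0.21, -0.34 and -0.40 in these comparisons, against 0.02, -0.01, -0.06 and -0.06 in edgeR.

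With the replicate number as a block, 5 genes were called in Silc1-/- in the home cage, 453 for novelty in WT, 207 for the interaction and 92 in polyA/polyA. In nuclei the block gave 302 in CA1-like, 194 in inhibitory-like and 0 in astrocyte-like classes. The numbers of the Silc1-/-, polyA and nuclei libraries did not pair (correlations of the same number -0.12 in polyA, both times, and -0.05 to 0.01 in nuclei), so these blocked values rest on shared numbers alone; the crossed block called 12 in polyA/polyA. Blocked, Silc1 passed for novelty in Silc1-/- (fitted -5.15). In the Cre experiment the block called 19, Sox11 (-1.92) among them. Swapping the groups within 1 pair at a time gave 0, 0 and 1 calls. Without both libraries numbered 3, Cre gave 124 calls with Sox11 at -1.91. A fit of the 2 groups alone called 82 in the home cage, 2 after novelty between genotypes and 826 for novelty in Silc1-/-.

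With the choroid plexus level as a covariate, 1 gene was called in Silc1-/- in the home cage, 0 for novelty in Silc1-/- and 0 for the interaction. Silc1 fell short in the home cage (-4.14) and changed sign for novelty in WT (-0.04). Sox11 changed sign in the home cage (0.34), fell short for novelty in Silc1-/- (0.21) and was at 0 in the interaction. For novelty in Silc1-/- Tmem72 (0.55), Stxbp6 (-0.12) and C1qa (-0.09) changed sign, as did the blood list in the home cage (p 0.34) and the choroid plexus list for novelty in Silc1-/- (p 0.868), the latter by construction, since its own level is the covariate. A further 7 list calls ended without a change of sign. They were choroid plexus (by construction), microglia, reactive gliosis and astrocyte genes in the home cage, dentate granule genes for novelty in Silc1-/-, and choroid plexus (by construction) and reactive gliosis genes in the interaction. With the sensory ganglion level as a covariate, 1 gene was called in the home cage, 1 for novelty in WT, 66 in Silc1-/- and 3 for the interaction. Silc1 fell short in the home cage (-4.31), as did Sox11 for novelty in Silc1-/- (0.8). For novelty in WT, Scn10a (0.02), Calca (1.45), Sncg (0.05), Acpp (0.75), Opalin (0.07) and Ngp (0.57) changed sign. Of these, Scn10a, Calca and Sncg are among the 6 genes that make up the covariate, so their change is by construction. The immediate early (p 0.763), dentate granule (p 0.867), myelin (p 0.104) and neighbouring region lists (p 0.208) changed sign for novelty in WT, and myelin in the interaction (p 0.941). A further 14 list calls ended without a change of sign. They were immature neuron, regeneration-associated, voltage-gated channel, reactive gliosis and blood genes in the home cage, and immature neuron, regeneration-associated, glucocorticoid-response and reactive gliosis genes for novelty in WT. The others were dentate granule genes for novelty in Silc1-/-, and immediate early, immature neuron, clock and reactive gliosis genes in the interaction. These levels separate the groups, so the covariate fits have less precision.

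Leaving out 1 library moved the count of called genes to 1 to 29 in Silc1-/- in the home cage, 1 to 1154 after novelty, 103 to 402 for novelty in WT, 16 to 3288 in Silc1-/-, 0 to 1405 for the interaction, 0 to 1442 in polyA/polyA (433 without polyA/polyA 2) and 0 to 1 with Cre. In nuclei it moved to 33 to 257 in dentate granule-like, 44 to 294 in CA1-like, 61 to 206 in CA3/CA2-like, 79 to 378 in inhibitory-like and 5 to 81 in astrocyte-like classes. Silc1 for novelty in WT ranged from -0.18 to 0.22 and changed sign without WT home cage 3 or WT novelty 2. Silc1 for novelty in Silc1-/- (fitted -5.37 to -4.51) passed without Silc1-/- home cage 3. In polyA/polyA Silc1 ranged from 0.94 to 1.15 and passed as higher without polyA/polyA 1, and Sox11 ranged from -0.23 to 0.74. Sox11 for novelty in Silc1-/- ranged from 0.57 to 1.21. The fibroblast list changed sign without polyA/polyA 1 (p 1.89e-06 to 0.946 over the libraries), the dentate granule (p 1.86e-11 to 0.524) and inhibitory neuron lists (p 0.000444 to 0.4) without polyA/polyA 2, and the immediate early list without Cre 3 (p 0.00105 to 0.842). The difference of the share of nuclei ranged from -0.92 to 0.53 percentage points for other excitatory and -0.02 to 2.45 for inhibitory-like classes. An arm left with 1 library is assumed to vary like the others.

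All 56 list calls were lost with an estimated correlation. At an unadjusted p under 0.01 the overlaps of the 3 pairs of experiments summed to 10, from 8 different genes, as Nrep counts in each pair. In ATAC-seq 42 of 81 peaks were in the higher-scoring part and 35 within 500 kb. In simulated counts 2-fold changes were recovered for 47% of genes in the home cage design, 9% in polyA, 0% in the unblocked and 37% in the blocked Cre design, so calls depend on the spread and the model; depth was not varied.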

Other observations

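The ER chaperone tests of this part were chosen only after the result was seen. Among the nuclei, a cluster led by Synpo2, Lef1, Prkcd and Tcf7l2, genes of thalamic neurons, held 11 and 11 nuclei in the WT libraries and 172 and 86 in the Silc1-/- libraries. Over all deposited barcodes, without TMM, Sox11 was at 29.98 and 26.4 CPM in WT and 44.0 and 41.9 CPM in Silc1-/-. Neither difference was tested, and the cluster was singled out after its counts were seen.

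ER chaperone genes were gathered as a list after the large rises of Pdia6, Sdf2l1, Creld2 and Hspa5 had been seen. In WT 8 of 9 measured members rose after novelty (median 1.40), and in Silc1-/- 6 rose (median 0.91); these 4 are members, so the counts do not test the group. With the sensory ganglion level as a covariate the WT median went from 1.40 to 1.29, the median SE from 0.19 to 0.42, and the calls from 8 to 0. In Silc1-/- against WT in the home cage the median was 0.43, with 0 calls.

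In the ungrouped libraries with files named for culture, Silc1 was at 0 TPM, Sox11 at 4.82 to 5.21 TPM and the myelin gene Mbp at 10.5 to 37.9 TPM. In those with files named for GFP, Mbp was at 1799.8 to 3068.5 TPM.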
